A study of Mus musculus with 33 samples.

How the data were processed

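RNA was taken from snap-frozen whole embryonic kidneys with a Qiagen RNeasy micro kit and made into standard Illumina libraries, per the labels. The deposited table holds raw read counts per gene symbol for 35349 symbols, with 1 column for each of the 33 libraries and a gene length column that was not used. Its values are whole numbers whose totals per library, in units of 1e+06, run from 10.82 to 42.07. STAR 2.4.0h1, featureCounts 1.4.6 and genome build mm10 were named, per the submitters' processing notes, without their parameters; the annotation, strandedness and handling of multiply mapped reads were not given in the sources used here. Every column had a sample and 0 columns were left over. Positions and identifiers came from the GENCODE vM21 annotation, which matched 32378 symbols directly and 832 through an older symbol, and left 2139 without a position.

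Libraries were grouped by the genotype and age in the labels. At E15.5, libraries with the same technical replicate number, genotype and sex were read as runs of 1 specimen. E11.5 libraries carry no such number, and there heterozygous libraries whose titles differ only in the replicate number were read as runs of 1 embryo. Counts of such runs were summed, which left 24 specimens: 16 embryos at E11.5 and 8 specimens at E15.5. This reading was checked on log2 counts with the group and batch means removed: in 8 of 8 E15.5 specimens the batch 1 run correlated best with its own batch 2 run (0.115 to 0.41, against at most 0.0699 for another specimen of the group), and the E11.5 embryo run in both batches correlated at 0.22 with itself and at most 0.0755 with the others. The labels do not say whether all specimens are separate animals or pools, so p-values measure the spread between specimens. At E11.5 the replicate number of the titles equals the batch. Batch 1 held 3 wild-type, 3 heterozygous and 3 knockout libraries and batch 2 held 3, 3 and 2, with 1 heterozygous embryo in both. The sexes were 4 female and 2 male wild-type, 2 and 3 heterozygous and 4 and 1 knockout embryos at E11.5, and 1 female and 3 male in each genotype at E15.5.

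Counts were tested with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1, DESeq2 1.42.0). Genes were kept by filterByExpr with the groups (minimum count 10, minimum total count 15), libraries were scaled by the trimmed mean of M values, and a quasi-likelihood F test with Benjamini-Hochberg adjustment at 0.05 over the genes tested, with no fold threshold, called genes. The E11.5 model held genotype, sex and batch over all 16 embryos, so that batch was the replicate block of those comparisons. The heterozygous embryo run in both batches entered as the sum of its runs, so that no single batch describes it. The E15.5 model held genotype and sex, since each specimen was run in both batches. The difference of the heterozygous effects between stages and the comparison of the stages used all 24 specimens. Log2 fold changes are given with their standard errors (SE), and CPM values use the scaled library sizes. Six2 was also compared between genotypes by exact two-sided permutation of log2 CPM. Ranges and intervals cover the spread between specimens and counting error only.

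The choice of samples, models, gene lists, named genes and alternative settings was made before the data were examined. The 22 lists hold 408 genes, of which 4 were missing from the table: nephron progenitor, early nephron, ureteric bud tip, ureteric bud trunk and collecting duct, renal stroma, podocyte, proximal tubule, loop of Henle and distal tubule, endothelium, macrophage, definitive and general erythroid, primitive erythroid globins, adrenal and gonad, neurons with sympathetic chain and glia, skeletal muscle and cartilage, liver and gut, proliferation, p53 targets, Wnt/beta-catenin targets, hypoxia and glycolysis, immediate-early genes, and the chromosomal neighbours of Six2. Six2 was in none of them. Camera with a preset correlation of 0.01 between genes tested each list against all other genes, adjusted over the 22 lists of a comparison. Unless another test is named, a list's adjusted p is camera's. With an estimated correlation camera called 1 of 8 lists in knockout against wild-type kidneys and 1 of 9 in knockout against heterozygous kidneys, in both the nephron progenitor list, 0 of 7 and 0 of 8 in heterozygous kidneys at E11.5 and E15.5, 0 of 3 for the difference between stages and 4 of 11 between stages. Fry, which tests whether a list's genes move, on balance, in one direction and does not compare them with other genes, called 6, 4, 0, 2, 0 and 18 lists in that order of comparisons. Its mixed test, for change in either direction, called 15, 13, 1, 6, 0 and 21. For the macrophage tests, which were chosen after the results were seen, the mean log2 CPM of a list in each embryo was fitted to group, sex and, with all embryos, batch, so that the SE reflects the spread between embryos. It was fitted again with the log2 ribosomal share added and with the title prefix in place of batch.

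Named genes followed a rule. In each genotype comparison these were Six2, the 8 largest rises and the 8 largest falls among called genes with a mean log2 CPM of at least 1, up to 3 members with the lowest p of each list that was called or held a called gene, and known kidney regulators, among them Gdnf, Ret, Wnt11, Wnt9b, Wnt4, Cited1, Eya1, Osr1, Pax2, Wt1 and Foxd1. Not every gene under the rule is named in the text. Unnamed gene models, pseudogenes, Y-linked genes, Xist and Tsix were passed over. Where fewer than 5 genes passed, up to 5 with the lowest p were named as not passing. For the comparisons across stages these numbers were 5 and 2. Genes named outside the rule are said to be chosen after their values were seen.

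The fits were tested on simulated data with 200 genes changed. For knockout against wild-type kidneys 62.7, 73.1 and 100% of genes changed by 1.5, 2 and 4-fold were recovered, with 3 unchanged genes called (1.88% of calls). At E15.5 the shares were 76.1, 91.0 and 95.5%, with 17 unchanged genes called (8.85% of calls), and every recovered gene had the right sign. Alternatives covered normalization, filter, test (DESeq2, limma voom), fold threshold, sex, batch, the title prefix as a block, each batch alone, the handling of repeated runs and leaving out each specimen. A covariate for the share of ribosomal RNA counts, and fits without libraries above 5% of such counts, were added after the data were seen. Figures were drawn with Python 3.11.15, matplotlib 3.10.9 and numpy 2.4.6.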

Results

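Gene expression was measured by RNA sequencing of whole mouse kidneys at embryonic days 11.5 and 15.5 (E11.5 and E15.5), from wild-type animals and from animals lacking 1 copy (heterozygous) or both copies (knockout) of Six2. Six2 encodes a homeodomain transcription factor that keeps the progenitors of the nephron in an undifferentiated state. The 33 libraries came from 24 specimens: 6 wild-type, 5 heterozygous and 5 knockout kidneys at E11.5, and 4 wild-type and 4 heterozygous kidneys at E15.5. Total counts, in units of 1e+06, ran from 10.82 to 42.07 per library. At E11.5 they were 10.82 to 21.7 in batch 1 and 16.14 to 26.23 in batch 2, and at E15.5 they were 29.62 to 42.07 in batch 1 and 16.8 to 23.93 in batch 2. All 14 libraries labelled female and all 19 labelled male matched their label by Xist and Y-chromosome gene counts. In the E11.5 libraries the first principal component, with 34.9% of the variance, separated the batches, and the second, with 13.3%, separated the knockouts from the other genotypes.

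Six2 itself (ENSMUSG00000024134, chromosome 17, 85684277 to 85688274 on the minus strand, mm10) followed the genotype in every specimen. At E11.5 its level was 25.0 ± 5.63 counts per 1e+06 counts (CPM; mean ± SD, n = 6) in wild-type, 13.1 ± 2.88 (n = 5) in heterozygous and 0.473 ± 0.134 (n = 5) in knockout kidneys, and the ranges of the genotypes did not overlap. At E15.5 it was 11.7 ± 0.834 CPM in wild-type and 6.15 ± 0.342 in heterozygous kidneys (n = 4 each). The heterozygous level was 51.2% of wild type at E11.5 (95% confidence interval 43.5 to 60.4, adjusted p = 0.00418) and 52.5% at E15.5 (48.8 to 56.5, adjusted p = 5.23e-06). The knockout level was 1.97% of wild type (1.54 to 2.51, adjusted p = 7.92e-12) and 3.84% of heterozygous (2.95 to 5, adjusted p = 5.36e-10). Exact two-sided permutation tests on log2 CPM gave p = 0.00216 for each mutant genotype against wild type at E11.5, 0.00794 for knockout against heterozygous and 0.0286 at E15.5, each the smallest that its 462, 252 or 70 splits allow. Without heterozygous replicate 4 the E11.5 heterozygous fall was 0.92 on the log2 scale with an adjusted p of 0.0596. With all embryos it was -0.96 ± 0.12 (SE). The call was also lost with batch left out of the model, in each batch alone and without the libraries above 5% ribosomal counts, with adjusted p values of up to 0.701 and falls of 0.95 to 1.01.

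**Figure D1:**
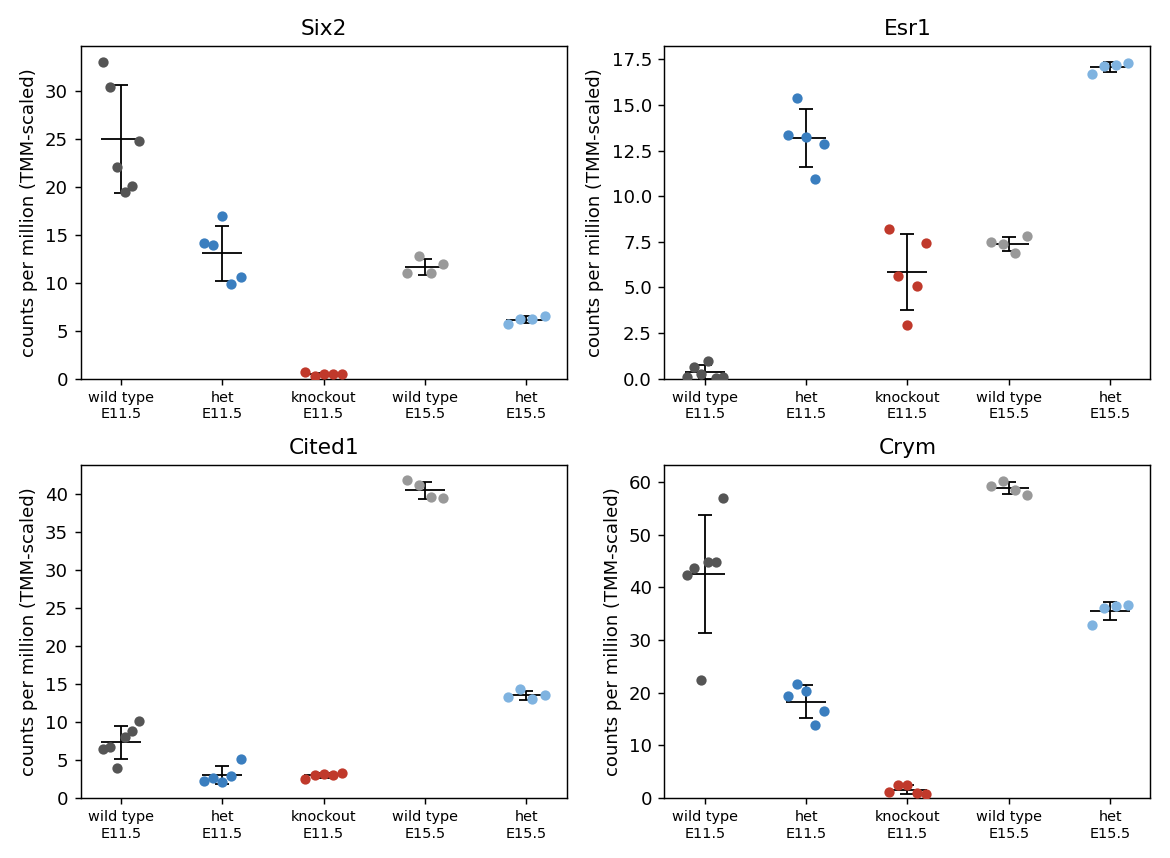
CPM (linear axis from 0) of Six2, Esr1, Cited1 and Crym in each specimen, by genotype and stage; points are specimens and bars mean ± SD. Six2 averaged 25.0, 13.1 and 0.473 CPM in wild-type, heterozygous and knockout kidneys at E11.5, while Cited1 averaged 7.32, 2.96 and 2.98.

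The comparison of knockout with wild-type kidneys at E11.5 asked what complete loss of Six2 did at the onset of kidney development. Genes of the nephron progenitors fell, and so did Gdnf, the growth factor that draws out the ureteric bud. Gdnf was 42.7 ± 8.96 CPM in wild-type (SD, n = 6) and 20.7 ± 4.64 in knockout kidneys (n = 5), a log2 fold change of -1.02 ± 0.15 (SE). Wnt4, which starts the conversion of progenitors into epithelium, rose from 28.0 ± 8.2 to 49.3 ± 10.5 CPM (log2 0.87 ± 0.15). Its call was lost in batch 2 alone (0.81 ± 0.21, adjusted p = 0.14) and without libraries above 5% ribosomal counts (0.65 ± 0.22, adjusted p = 0.163), fits with 2 and 4 knockouts against 3 wild types. Crym, a thyroid hormone binding protein of the cap mesenchyme, fell from 42.6 ± 11.2 to 1.50 ± 0.868 CPM. Cx3cr1, a chemokine receptor of macrophages, rose from 15.8 ± 4.07 to 28.9 ± 7.47 CPM.

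Of the 23 measured genes on the nephron progenitor list, 15 fell, none rose and 8 did not pass. Adjusted over the list alone, 17 fell and 1 rose. The list's median log2 fold change was -0.94, with a camera adjusted p of 2.31e-46 (adjusted p = 0.000909 with an estimated correlation). Besides Crym (-4.88 ± 0.30), the extracellular proteoglycan gene Spock2 fell by 2.47 ± 0.17 and Capn6 by 1.54 ± 0.10. Cited1, a transcriptional cofactor that marks uncommitted progenitors, fell by 1.24 ± 0.20. The coactivator Eya1 fell by 0.78 ± 0.14 and the zinc finger gene Osr1 by 0.94 ± 0.10. Wt1 (-0.31 ± 0.12, adjusted p = 0.124) did not pass, nor did Pax2 (-0.59 ± 0.26, adjusted p = 0.205), a regulator on none of the lists. The list's median was -0.85 in batch 1 and -0.96 in batch 2.

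Lists of the early nephron and the ureteric bud moved in different directions. On the early nephron list 4 of 22 genes rose and none fell (5 and 0 adjusted over the list alone; median 0.21, adjusted p = 0.00128, and adjusted p = 0.297 with an estimated correlation). They were Wnt4, the cadherin gene Cdh6 (0.94 ± 0.12), the paired box gene Pax8 (0.91 ± 0.18) and the cyclin gene Ccnd1 (0.31 ± 0.06). On the ureteric bud trunk and collecting duct list 4 of 16 rose and none fell (6 and 0 adjusted over the list alone; median 0.32, adjusted p = 0.00137, and adjusted p = 0.485 with an estimated correlation). Among these, the transcription factor gene Tfcp2l1 rose by 1.27 ± 0.19, the calcium-binding protein gene Calb1 by 0.88 ± 0.14, the transcription factor gene Gata3 by 0.52 ± 0.13 and the ligand gene Wnt9b by 0.72 ± 0.21. Gata3 and Wnt9b lost their calls in 4 and 10 of the 16 fits that left out 1 embryo, with adjusted p values of up to 0.115 and 0.101. On the ureteric bud tip list 5 of 16 fell and 2 rose (6 and 3 adjusted over the list alone; median -0.15, adjusted p = 0.00041, and adjusted p = 0.237 with an estimated correlation). Etv4 (-1.13 ± 0.17) and Etv5, transcription factors downstream of the GDNF receptor, fell with Krt23. Members chosen after their values were seen were the GDNF coreceptor gene Gfra1 (-0.85 ± 0.13) and Slco4c1 (-2.42 ± 0.42), which fell, and Lama1 (0.32 ± 0.08) and Gfra3 (0.81 ± 0.15), which rose. The receptor gene Ret (0.46 ± 0.14, adjusted p = 0.0539) and the tip ligand gene Wnt11 (-0.08 ± 0.12, adjusted p = 0.766) did not pass. The batch 1 and batch 2 medians were 0.35 and 0.20 for early nephron, 0.76 and 0.13 for trunk, and -0.16 and -0.19 for tip genes. Leaving out 1 embryo moved the trunk median between 0.13 (without knockout replicate 3) and 0.56 (without wild-type replicate 6), and the tip median between -0.18 and -0.10.

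Macrophage genes rose together: 11 of 15 passed, all upward, and all 15 rose when adjusted over the list alone (median 0.93, adjusted p = 1.23e-15, and adjusted p = 0.135 with an estimated correlation). Besides Cx3cr1 (0.95 ± 0.14), they included Ptprc, the pan-leukocyte phosphatase CD45 (0.87 ± 0.14), and the mannose receptor gene Mrc1 (1.01 ± 0.18). These 3 lost their calls in batch 2 alone (0.97 ± 0.24, 0.83 ± 0.24 and 1.01 ± 0.31, adjusted p of up to 0.224) and without libraries above 5% ribosomal counts (0.94 ± 0.22, 0.77 ± 0.21 and 0.895 ± 0.29, adjusted p = 0.0548, 0.0891 and 0.151). Fewer embryos entered both fits, and the SEs were larger. Hypoxia and glycolysis genes fell in 11 of 18 cases and rose in none, with the same counts adjusted over the list alone (median -0.37, adjusted p = 8.27e-11, and adjusted p = 0.117 with an estimated correlation). The glycolytic enzyme genes Hk2, Ldha and Eno1 fell by 0.73 ± 0.10, 0.63 ± 0.11 and 0.44 ± 0.08. Hk2 was 95.8 ± 10.6 CPM in wild-type and 57.8 ± 7.35 in knockout kidneys. Among Wnt/beta-catenin targets 3 of 14 rose, namely Lef1 (0.61 ± 0.10), the Wnt inhibitor gene Notum (1.12 ± 0.23) and Ccnd1, which is also on the early nephron list. Adjusted over the list alone 7 rose (median 0.26, adjusted p = 0.00019, and adjusted p = 0.237 with an estimated correlation). On the list of neurons, sympathetic chain and glia 1 of 17 genes rose (2 adjusted over the list alone; median 0.71, adjusted p = 0.000365, and adjusted p = 0.485 with an estimated correlation). The batch 1 and batch 2 medians were 0.84 and 0.88 for macrophage, -0.29 and -0.39 for hypoxia, 0.55 and 0.86 for neuronal and 0.40 and 0.09 for Wnt target genes. The last list passed in batch 1 (adjusted p = 1.57e-05) and not in batch 2 (adjusted p = 0.0555).

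The other 14 lists did not pass in knockout against wild-type kidneys. Their median log2 fold changes were 0.01 for renal stroma, 0.06 for podocyte, -0.15 for proximal tubule, 0.03 for loop of Henle and distal tubule, 0.01 for endothelium, -0.55 for definitive and general erythroid and -0.55 for primitive globin genes. The others were at -0.01 (adrenal and gonad), -0.09 (skeletal muscle and cartilage), 0.24 (liver and gut), -0.02 (proliferation), -0.05 (p53 targets), -0.09 (immediate-early genes) and -0.06 (chromosomal neighbours of Six2). Their adjusted p ran from 0.0713 for the erythroid list to 0.928 for the podocyte list. The stromal regulator Foxd1 was at -0.23 ± 0.14 (adjusted p = 0.399). On the proliferation list 2 of 30 genes fell, the replication licensing genes Mcm7 (-0.21 ± 0.05) and Mcm3 (-0.19 ± 0.05), whose calls were lost in 6 and 11 of 16 leave-one-out fits with adjusted p values of up to 0.0717 and 0.162. Single members of these lists that passed in all 16 leave-one-out fits were Tbx18 of the stroma (0.57 ± 0.10), Mal of the distal tubule (1.02 ± 0.21), the muscle filament gene Des (-0.83 ± 0.10) and the p53 target Phlda3 (-0.56 ± 0.08). Those lost without knockout replicate 5 alone, with adjusted p values of up to 0.106, were Ntn1 (-0.95 ± 0.22), Nebl (-1.85 ± 0.42), Plce1 (0.60 ± 0.14), Sim1 (0.69 ± 0.15), Tnnt3 (0.57 ± 0.13) and Sesn2 (0.36 ± 0.09). Foxc2 (-0.27 ± 0.07), Apom (-1.15 ± 0.33), Ppp1r1a (-0.48 ± 0.13), Ramp2 (-0.35 ± 0.10), Mc2r (-0.54 ± 0.16) and Egr1 (-0.85 ± 0.22) fell and were lost in 3, 11, 7, 12, 14 and 4 of those fits, with adjusted p values of up to 0.247. The erythroid median was -1.21 in batch 1 (adjusted p = 2.34e-05) and 0.00 in batch 2 (adjusted p = 0.844). Without wild-type replicate 1 the erythroid median was -0.05 and the globin median 0.03, and without knockout replicate 4 both were -0.85. The erythroid list was called in 5 and the muscle and cartilage list in 9 of the 16 leave-one-out fits. Medians of the latter ran from -0.57 to -0.02, those of liver and gut genes from 0.10 to 0.74 and those of loop and distal tubule genes from -0.04 to 0.44.

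Across all genes, 1144 of 16141 tested differed between knockout and wild-type kidneys, 494 higher and 650 lower, and 500 of them by at least 1.5-fold. Under the rule for named genes, the largest falls after Six2 were in Crym, Clrn1 (-4.09 ± 0.33), Cutal (-3.51 ± 0.25), the keratin gene Krt23 (-3.35 ± 0.30), the homeobox gene Meox2 (-3.22 ± 0.19), Rasef, Traf1 (-2.98 ± 0.25) and Phf19 (-2.95 ± 0.19). Counts assigned to Esr1, the estrogen receptor alpha gene, rose most (4.19 ± 0.39). Whether they came from the kidney's own transcript or from a sequence at the targeted Six2 allele stays open, as set out below. Esr1 was followed by the tight junction gene Cldn10, Psd2 (1.82 ± 0.19), the carbonic anhydrase gene Car4 (1.73 ± 0.21), the activin antagonist gene Fst (1.58 ± 0.17), Unc5d, Akr1c19 and the fatty acid receptor gene Cd36 (1.49 ± 0.27). Batch 1 alone called 265 genes and batch 2 alone 168, and leaving out knockout replicate 5 lowered the count to 694. With the title prefix as a block in place of batch, 492 genes passed, 296 of them among the 1144. The labels do not give the meaning of this prefix, and 3 of the 5 knockouts carry one that no other genotype has. Of the other knockouts, 1 was run in batch 2 and the wild types of its prefix in batch 1. The prefix fit leaves batch out, so its changes were not separated from batch. In that fit Gdnf (-0.86), Cited1 (-0.96, adjusted p = 0.0786), Etv4 (-0.71, 0.167) and Hk2 (adjusted p = 0.0735) lost their calls. So did Cdh6, Ccnd1, Tfcp2l1, Gata3, Lef1, Ldha, Eno1, Tbx18, Ntn1, Nebl, Foxc2, Apom, Sim1, Ppp1r1a, Ramp2, Mc2r, Phlda3, Sesn2 and Mcm7, and Mcm3 turned to 0.04 (0.835). Ribosomal RNA genes took 18.8 to 24.8% of counts in wild-type, 3.49 to 17.2% in heterozygous and 0.867 to 11.6% in knockout libraries of batch 1, against 0.201 to 0.441% in batch 2. Without the libraries above 5%, 349 genes passed and the early nephron, trunk (adjusted p = 0.196 each) and Wnt target lists (adjusted p = 0.0517) did not. Named genes that lost their calls there included, besides Wnt4 and the macrophage genes, Eya1 (-0.68 ± 0.16, adjusted p = 0.0631), Cd36, Calb1, Wnt9b, Lef1, Ccnd1, Notum, Eno1, Tbx18, Mal, Ntn1, Plce1, Foxc2, Apom, Sim1, Ppp1r1a, Ramp2, Mc2r, Tnnt3, Mcm7, Mcm3, Sesn2 and Egr1. In batch 2 alone the calls of Gdnf, Cited1, Eya1, Etv4 and Etv5 were also lost, and in batch 1 alone those of Cited1, Cdh6, Pax8 and Ptprc, among others. With the ribosomal share as a covariate the trunk list did not pass (adjusted p = 0.0543).

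**Figure D2:**
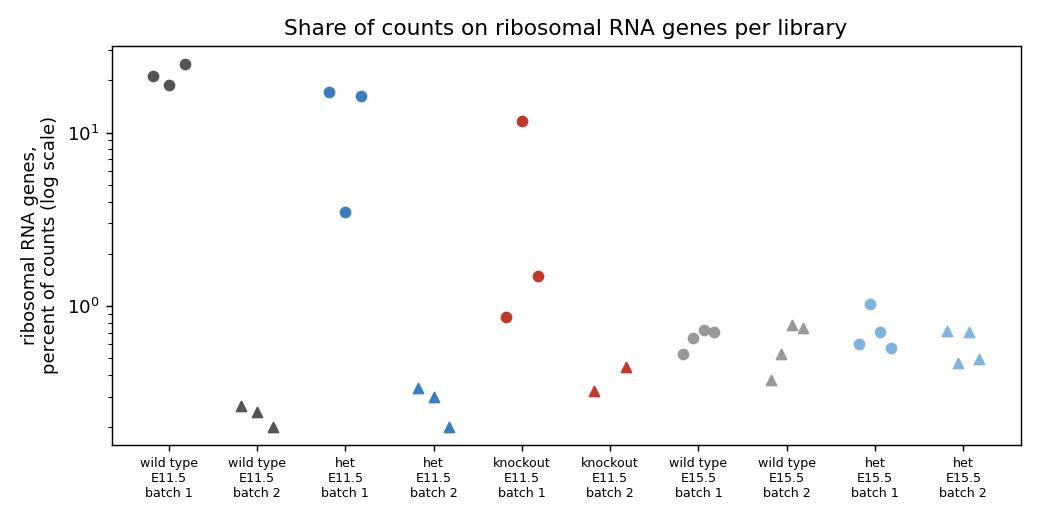
Percent of counts on ribosomal RNA genes (log axis) in each library, by genotype and batch; each point is a library. Batch 1 libraries at E11.5 ran from 0.867 to 24.8%, batch 2 from 0.201 to 0.441% and E15.5 libraries from 0.373 to 1.02%.

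The comparison of heterozygous with wild-type kidneys at E11.5 addressed haploinsufficiency. Cited1 fell: it was 7.32 ± 2.16 CPM in wild-type (SD, n = 6), 2.96 ± 1.21 in heterozygous (n = 5) and 2.98 ± 0.315 in knockout kidneys (n = 5). Crym fell from 42.6 ± 11.2 to 18.3 ± 3.18 CPM, and the alpha-actinin gene Actn3 from 67.1 ± 18.8 to 35.9 ± 4.19. Counts assigned to Esr1 rose from 0.345 ± 0.376 to 13.2 ± 1.6 CPM, and their source stays open here too. Gdnf, at 45.6 ± 4.99 CPM in heterozygous kidneys, and Wnt4, at 31.1 ± 3.98, did not pass (log2 0.05 ± 0.15, adjusted p = 0.941, and 0.12, adjusted p = 0.846). Of the genes that passed, Esr1 alone did so in every fit that left out 1 embryo, and the count fell to 1 without heterozygous replicate 4.

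In total 11 of 16141 genes passed in heterozygous against wild-type kidneys, 2 higher and 9 lower, and 10 of them by at least 1.5-fold. Those higher were Esr1 (log2 5.1 ± 0.37) and the alcohol dehydrogenase gene Adh1 (0.71 ± 0.10). Those lower were Cited1 (-1.29 ± 0.19), Crym (-1.27 ± 0.22), Six2, Actn3 (-0.92 ± 0.13), Moxd1 (-0.90 ± 0.15), the dystrobrevin gene Dtna (-0.86 ± 0.13), Zmat4 (-0.79 ± 0.11), Shisa2 (-0.73 ± 0.12) and the semaphorin gene Sema4g (-0.56 ± 0.09). Among the other kidney regulators, Ret (0.28, adjusted p = 0.618), Wnt11 (0.23, 0.626), Wnt9b (0.32, 0.692), Eya1 (0.04, 0.952), Osr1 (-0.23, 0.579), Pax2 (0.00, 0.999), Wt1 (0.06, 0.899) and Foxd1 (0.14, 0.819) did not pass. The count rested on single embryos: it was 1 without heterozygous replicate 4, 6 without heterozygous replicate 2, 5 without heterozygous replicate 3 or 5, 3 without wild-type replicate 2, 6 without wild-type replicate 4 and 17 without wild-type replicate 3. Esr1 alone of the 11 passed in all 16 leave-one-out fits, and the highest adjusted p of the others ran from 0.0596 for Six2 and Adh1 through 0.0995 for Cited1 to 0.347 for Crym. Batch 1 alone called 0 of 15974 genes in edgeR (1066 at an unadjusted p under 0.05; 18 in DESeq2 and 0 in limma voom), batch 2 alone called 2, and DESeq2 on all embryos called 56. With the title prefix as a block 16 genes passed, 8 of them among the 11, and Adh1, Moxd1 and Sema4g lost their calls. Without libraries above 5% ribosomal counts, or with batch left out, Esr1 alone of the 11 passed.

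Camera called the nephron progenitor list downward in heterozygous kidneys, with 2 of 23 genes passing, both downward (3 adjusted over the list alone; median -0.13, adjusted p = 5.74e-06, and adjusted p = 0.648 with an estimated correlation). Its median was -0.14 in batch 1 (adjusted p = 0.0305) and -0.15 in batch 2 (adjusted p = 3.33e-08). Capn6 stood at -0.46 ± 0.10 (adjusted p = 0.148). The other 6 lists called by camera held no gene that passed, and none of the 7 passed with an estimated correlation (adjusted p of 0.648 or more) or in fry. Proliferation genes had a median of 0.08 (adjusted p = 4.21e-06), which was -0.06 in batch 1 (adjusted p = 0.0465) and 0.095 in batch 2 (adjusted p = 1.01e-06), so that the direction turned between batches. The cyclin gene Ccne2 was at 0.16 ± 0.05 (adjusted p = 0.502). Macrophage genes had a median of 0.30 (adjusted p = 0.000399), with 0.57 in batch 1 (adjusted p = 1.8e-08) and 0.16 in batch 2 (adjusted p = 0.17). Definitive erythroid genes were at -0.62 (adjusted p = 5.66e-06), with 0.17 in batch 1 (adjusted p = 0.982) and -0.68 in batch 2 (adjusted p = 4.64e-12). Ureteric bud tip genes were at 0.19 (adjusted p = 0.00443), with 0.17 in batch 1 (adjusted p = 0.0231) and 0.11 in batch 2 (adjusted p = 0.425), and lost the call without wild-type replicate 4 (adjusted p = 0.128). Primitive globins (-0.66, adjusted p = 0.0243) passed in 12 and immediate-early genes (-0.12, adjusted p = 0.0335) in 11 of the 16 leave-one-out fits, with adjusted p values of up to 0.0884 without heterozygous replicate 5 and 0.346 without wild-type replicate 2. The globin medians were 0.11 and -0.74 and the immediate-early medians -0.23 and -0.16 in batches 1 and 2. Without the libraries above 5% ribosomal counts, the macrophage (0.23, adjusted p = 0.128) and tip lists (0.09, adjusted p = 0.222) did not pass. Leaving out 1 embryo, the medians ran from -0.175 to -0.07 (progenitor, the latter without heterozygous replicate 4), 0.05 to 0.115 (proliferation), 0.25 to 0.49 (macrophage) and 0.07 to 0.22 (tip). They ran from -0.84 to -0.235 for erythroid, -0.91 to -0.32 for globin and -0.19 to -0.08 for immediate-early genes. For hypoxia and glycolysis genes, which did not pass (adjusted p = 0.845), the median of 0.03 and camera's downward direction differed in sign.

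The next comparison asked whether heterozygous changes had the direction of the knockout changes. It cannot show that heterozygous values lay between those of wild-type and knockout kidneys. Over the 1142 genes called in knockouts, leaving out Six2 and Esr1, the heterozygous change had the sign of the knockout change in 80.5% of cases. The covariance of the log2 fold changes was 0.240. Because both changes use the same wild-type embryos, unchanged groups were simulated, which gave 63.6% and a covariance of 0.0114. The simulated values are for the same 1142 genes, which were not called anew in the simulated data. They are therefore no full reference for genes picked by their knockout change, nor for the splits of wild types that follow. Over all genes tested the share was 61.3% and the covariance 0.0411, against 63.5% and 0.0166 in the simulation. The wild-type embryos were also split 3 and 3 between the genotypes, over all 20 splits. There the genes were those called anew in knockouts in each split (367 to 1254), not the 1142. The median covariance was 0.255 (0.0906 to 0.461) and the share with the same sign 67.4% (51.0 to 83.9). Over the 1142 genes the median heterozygous log2 fold change was 0.16 for genes higher and -0.08 for genes lower in knockouts. It was 0.03 and -0.03 in the simulation. All 8 genes other than Six2 that were lower in heterozygous kidneys were also lower in knockouts, where both changes rest on the same wild-type embryos.

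The comparison of knockout with heterozygous kidneys at E11.5 (n = 5 each) isolated the loss of the remaining copy. Gdnf fell by a log2 fold change of 1.08 ± 0.16 (SE), Eya1 by 0.82 ± 0.15 and Osr1 by 0.71 ± 0.11, while Wnt4 rose by 0.75 ± 0.16. Crym fell further, by 3.61 ± 0.33, whereas Cited1 stood at 0.05 (95% confidence interval -0.41 to 0.51) and Dtna stood at -0.12 (-0.43 to 0.19). The replication licensing genes Mcm6 (-0.27 ± 0.05), Mcm3 (-0.27 ± 0.06) and Mcm7 (-0.25 ± 0.06) fell. These genes and Wnt4 lost their calls without knockout replicate 5 (adjusted p of up to 0.126). With the title prefix as a block in place of batch, Mcm6, Mcm3 and Mcm7 turned to 0.01, 0.08 and 0.06 (adjusted p = 0.956, 0.7 and 0.727), and Gdnf, Eya1, Osr1 and Wnt4 did not pass (adjusted p of 0.0527 to 0.1). Of the 5 knockouts, 3 carry a prefix that no other genotype has. The only prefix with both knockouts and heterozygotes held 1 knockout, run in batch 2, and heterozygotes run in batch 1. The model leaves batch out, so these turned signs and lost calls were not separated from batch.

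Of the 23 nephron progenitor genes, 14 fell and 1 rose in knockout against heterozygous kidneys, the latter Hoxc11 at 0.24 ± 0.06, chosen after its values were seen. Adjusted over the list alone the counts were 17 and 1 (median -0.82, adjusted p = 3.51e-34, and adjusted p = 0.00272 with an estimated correlation). Hypoxia and glycolysis genes fell in 8 of 18 cases (10 adjusted over the list alone; median -0.40, adjusted p = 6.13e-11, and adjusted p = 0.0715 with an estimated correlation), among them Hk2 (-0.74 ± 0.12) and Ldha (-0.72 ± 0.12). Ureteric bud tip genes fell in 4 of 16 cases and rose in 1 (7 and 1 adjusted over the list alone; median -0.33, adjusted p = 5.37e-09, and adjusted p = 0.0562 with an estimated correlation). Etv5 (-1.09 ± 0.14), the transporter gene Slco4c1 (-3.14 ± 0.43) and Krt23 fell, as did Etv4 (-1.10 ± 0.18), and Gfra3 rose (0.61 ± 0.16), the last 2 chosen after their values were seen. Proliferation genes fell in 4 of 30 cases, the Mcm genes and, chosen after its values were seen, Cdc6 at -0.22 ± 0.05 (9 adjusted over the list alone; median -0.11, adjusted p = 4.36e-06, and adjusted p = 0.409 with an estimated correlation), with medians of 0.04 in batch 1 (adjusted p = 0.481) and -0.07 in batch 2 (adjusted p = 0.000146). Macrophage genes rose in 2 of 15 cases, Cx3cr1 (0.67 ± 0.16) and Ptprc (0.56 ± 0.15), both lost in some leave-one-out fits (adjusted p of up to 0.181). Camera called the macrophage list upward (11 adjusted over the list alone; median 0.57, adjusted p = 5.99e-09, and adjusted p = 0.299 with an estimated correlation), and its median was 0.10 in batch 1 (adjusted p = 0.28) and 0.76 in batch 2. Neuronal genes rose in 1 of 17 cases (7 adjusted over the list alone; median 0.89, adjusted p = 2.98e-07, and adjusted p = 0.299 with an estimated correlation). Early nephron genes rose in 3 cases, Wnt4, Cdh6 (0.64 ± 0.12) and Jag1 (0.46 ± 0.12) (4 adjusted over the list alone; median 0.14, adjusted p = 0.00827, and adjusted p = 0.372 with an estimated correlation). Wnt targets rose in 2 cases, Lef1 (0.53 ± 0.11) and Notum (3 adjusted over the list alone; median 0.17, adjusted p = 0.00251, and adjusted p = 0.32 with an estimated correlation). No trunk gene passed over all genes and 4 rose adjusted over the list alone (median 0.44, adjusted p = 0.00827, and adjusted p = 0.556 with an estimated correlation). Without knockout replicate 5 Cdh6, Jag1, Lef1 and Notum lost their calls (adjusted p of up to 0.188), and without heterozygous replicate 5 the early nephron list did (adjusted p = 0.069). The batch 1 and batch 2 medians were -0.88 and -0.74 for progenitor, -0.33 and -0.31 for hypoxia, -0.46 and -0.18 for tip, 1.28 and 0.82 for neuronal, 0.16 and 0.41 for early nephron, 0.35 and 0.50 for trunk, and 0.06 and 0.22 for Wnt target genes. The last 3 did not pass in batch 1 (adjusted p = 0.347, 0.215 and 0.481). In batch 1 the heterozygotes were all male and the knockouts all female. Its values for this comparison separate genotype from sex at most through the wild types. Leaving out 1 embryo, the early nephron median ran from 0.0945 to 0.34 and the trunk median from 0.29 to 0.51.

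Between knockout and heterozygous kidneys 595 of 16141 genes differed, 144 higher and 451 lower, and 241 of them by at least 1.5-fold. Under the same rule, the largest falls after Six2 and Crym were in Krt23 (-3.54 ± 0.32), Clrn1 (-3.17 ± 0.35), Galnt15 (-2.86 ± 0.34), the growth factor gene Fgf1 (-2.83 ± 0.33), Meox2 (-2.81 ± 0.20), Cdhr1 and Cutal. The largest rises were in the small nuclear RNA gene Scarna6 (2.26 ± 0.33), Cldn10 (1.89 ± 0.25), Insm2, Car4 (1.66 ± 0.23), Rnu3a, Tbx20, the homeobox gene Msx1 and Snord17. Ribosomal RNA shares also differed between these genotypes in batch 1. Of the 41 named genes that passed, 23 passed in all 16 leave-one-out fits. Those lost in some included Insm2, Rnu3a, Tbx20, Msx1 and Snord17 (adjusted p of up to 0.468), Wnt4 (up to 0.126 without knockout replicate 5 or heterozygous replicate 5) and the Mcm genes (up to 0.109). The count was 219 without knockout replicate 5, 350 and 377 without knockout replicates 4 and 2, and 284 and 333 without heterozygous replicates 5 and 2. Batch 1 alone, where sex followed genotype in these groups, called 7 genes and batch 2 alone 56. With the title prefix as a block in place of batch, a fit that does not separate genotype from batch, 602 genes passed, 120 of them among the 595. Calls lost there included Insm2, Car4, Rnu3a, Tbx20, Snord17, Cdh6, Jag1, Cx3cr1, Ptprc, Des, Lef1, Hk2, Ldha, Eno1 and Msh6, and Phlda3 turned to 0.09 (0.686). Without libraries above 5% ribosomal counts Wnt4, Jag1, Cx3cr1, Ptprc, Notum, Mcm7, Msh6, Insm2, Rnu3a, Tbx20, Msx1 and Snord17 were among those that lost their calls.

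**Figure D3:**
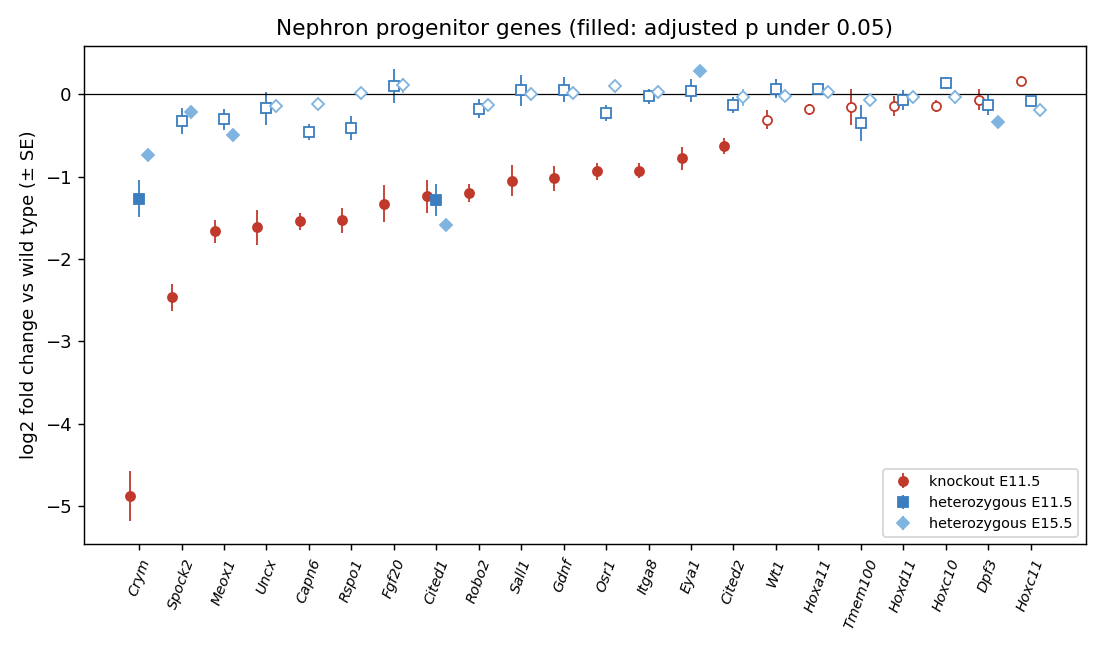
Log2 fold change with its SE of nephron progenitor genes in knockout and heterozygous kidneys at E11.5 and heterozygous kidneys at E15.5, each against wild type of its stage; points are genes tested at E11.5 (1 of them not drawn), filled where the adjusted p was under 0.05. The whole list's medians were -0.94, -0.13 and -0.04.

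At E15.5 the comparison of heterozygous with wild-type kidneys (n = 4 each) addressed the loss of 1 copy of Six2 during active nephron formation. Cited1 fell from 40.5 ± 1.14 to 13.5 ± 0.572 CPM (SD), a log2 fold change of -1.59 ± 0.04 (SE). Crym fell from 58.9 ± 1.17 to 35.5 ± 1.73 CPM and Actn3 from 15.8 ± 0.297 to 6.86 ± 0.525. Eya1 rose by 0.28 ± 0.03. Counts assigned to Esr1, whose source stays open at this stage as well, rose from 7.39 ± 0.393 to 17.1 ± 0.269 CPM. Gdnf, at 49.5 ± 1.34 and 50.6 ± 5.22 CPM, did not pass (log2 0.02 ± 0.04, adjusted p = 0.966).

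In total 104 of 18244 genes passed at E15.5, 38 higher and 66 lower, and 28 of them by at least 1.5-fold. Under the rule for named genes, the largest falls after Cited1 were in Kazald1 (-1.58 ± 0.08), Actn3 (-1.21 ± 0.05), the class II histocompatibility gene H2-Eb1 (-1.02 ± 0.12), Clrn1 (-1.01 ± 0.07), the ubiquitin ligase gene Trim63 (-0.88 ± 0.10), Dync1i1 (-0.81 ± 0.08) and Crym (-0.74 ± 0.04), with Six2 at -0.93 ± 0.05. The largest rises were in Esr1 (1.20 ± 0.05), the protocadherin gene Pcdh8 (1.17 ± 0.07), Klhdc8a, Prune2 (0.69 ± 0.08), the adrenergic receptor gene Adra1a (0.67 ± 0.07), Rbm24, Tcf23 and Fgf1 (0.47 ± 0.04). Of the other kidney regulators, Ret (0.16 ± 0.04, adjusted p = 0.237), Wnt11 (0.12, 0.378), Wnt9b (0.09, 0.621), Wnt4 (0.09, 0.519), Osr1 (0.10, 0.742), Pax2 (-0.21, 0.128), Wt1 (-0.03, 0.878) and Foxd1 (-0.04, 0.911) did not pass. The count was 66 without wild-type replicate 3, 67 without wild-type replicate 4 and 69 without heterozygous replicate 3, and Tcf23 lost its call in 6 of 8 leave-one-out fits (adjusted p of up to 0.0912). Batch 1 runs alone called 86 genes and batch 2 runs alone 43.

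Of the 24 nephron progenitor genes measured at E15.5, 5 fell and 1, Eya1, rose (9 and 1 adjusted over the list alone; median -0.04, adjusted p = 4.31e-24, and adjusted p = 0.0671 with an estimated correlation). The genes that fell were Cited1, Crym and, chosen after their values were seen, Meox1 (-0.50 ± 0.06), Dpf3 (-0.34 ± 0.06) and Spock2 (-0.22 ± 0.03). Camera called the hypoxia and glycolysis list upward, with 1 of 18 genes passing over all genes and 9 adjusted over the list alone (median 0.06, adjusted p = 8.14e-07, and adjusted p = 0.0671 with an estimated correlation). The 1 gene was P4ha1 (0.12 ± 0.02), lost in all 8 leave-one-out fits (adjusted p of up to 0.204), and Hk2 was at 0.16 ± 0.03 (adjusted p = 0.104). No gene passed over all genes among ureteric bud tip (median 0.08, adjusted p = 4.77e-05), trunk (0.09, 0.000125) and early nephron genes (0.06, 0.00133), where 7, 1 and 6 rose and 0, 0 and 1 fell adjusted over the list alone. These lists had adjusted p = 0.588, 0.588 and 0.93 with an estimated correlation. The muscle and cartilage list was called downward (median -0.16, adjusted p = 0.0048, and adjusted p = 0.588 with an estimated correlation), with the cartilage collagen gene Col2a1 at -0.60 ± 0.05 as the 1 gene that passed. The proliferation list was called upward (median 0.02, adjusted p = 0.0386, and adjusted p = 0.934 with an estimated correlation). For definitive erythroid genes the median was -0.08 while camera called the list upward (adjusted p = 0.0404, and adjusted p = 0.934 with an estimated correlation). There 1 gene passed, the globin gene Hbb-bs (0.24 ± 0.04), whose call was lost in 4 of 8 leave-one-out fits with an adjusted p of up to 0.132. The early nephron, muscle and erythroid lists did not pass without wild-type replicate 3 (adjusted p = 0.185, 0.232 and 0.627), nor proliferation without wild-type replicate 2 (adjusted p = 0.385). The progenitor median ran from -0.08 (without wild-type replicate 3) to -0.01 (without wild-type replicate 4). Leaving out 1 specimen gave 0.03 to 0.09 for early nephron, 0.04 to 0.0946 for trunk, -0.20 to -0.03 for muscle, 0.01 to 0.04 for proliferation and -0.21 to 0.19 for erythroid genes.

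Genes called at E15.5 overlapped with those called in E11.5 mutants, which share no controls with them. Of 63 genes lower at E15.5, 43 were among the 646 lower in knockouts at E11.5 (2.55 expected, Fisher's exact p = 1.99e-45), among them Cited1, Crym, Actn3, Clrn1, Cutal, Traf1 and Phf19. Of 36 genes higher at E15.5, 9 were higher in knockouts (1.1 expected, Fisher's exact p = 9.55e-07), including Adra1a, Pcdh8 and Rbm24. Of the 8 genes lower in E11.5 heterozygous kidneys, 7 were lower at E15.5 (0.0315 expected, Fisher's exact p = 8.39e-17). Zmat4 was not (-0.10, adjusted p = 0.894). The 1 gene higher in E11.5 heterozygous kidneys, Adh1, did not pass at E15.5 (0.14, adjusted p = 0.693). These counts leave out Six2 and Esr1.

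**Figure D4:**
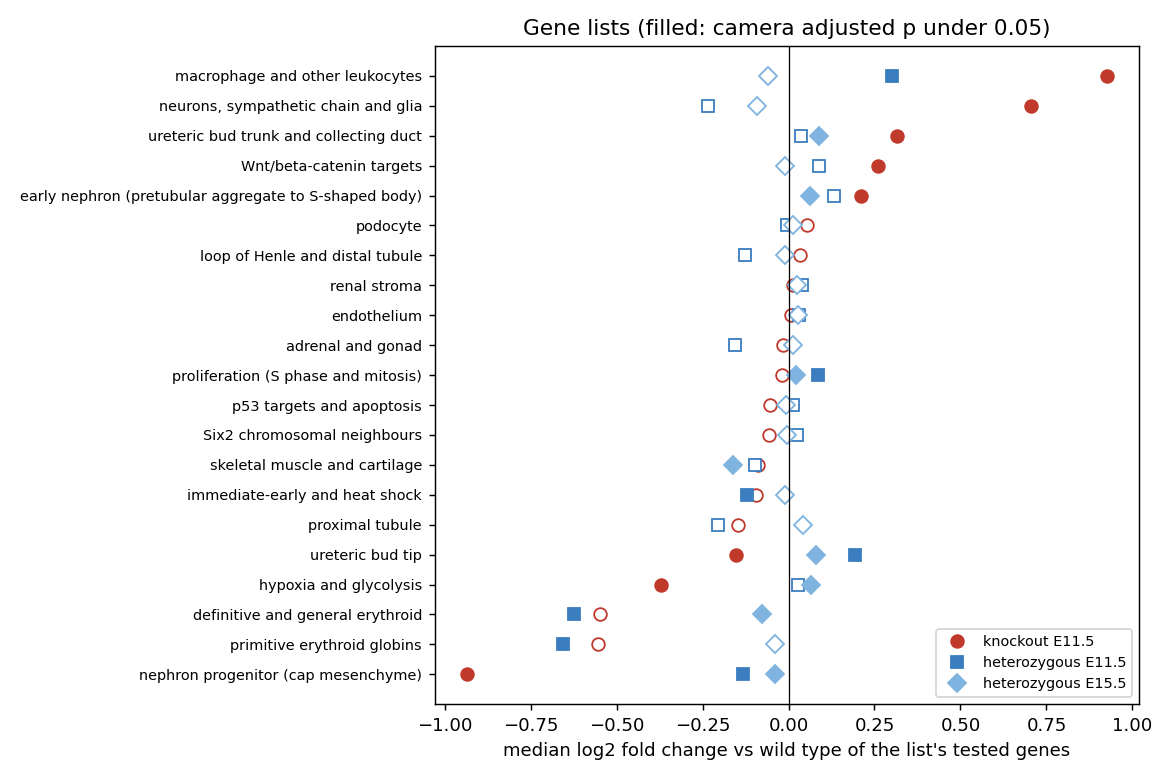
Median log2 fold change of each gene list in knockout and heterozygous kidneys at E11.5 and heterozygous kidneys at E15.5, each against wild type; a point is a list with at least 3 tested genes, filled where the camera adjusted p was under 0.05. The macrophage list stood at 0.93 in knockout against wild-type kidneys and the nephron progenitor list at -0.94.

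The heterozygous effect at E15.5 was set against that at E11.5 by a test of the difference itself over 17362 genes, and Esr1 alone passed (-3.92 ± 0.41; 594 genes had an unadjusted p under 0.05, and DESeq2 called 13). The Six2 effect differed by 0.01 ± 0.16 (adjusted p = 1). Next by p, and not passing, were Pcdh8 (0.82 ± 0.16, adjusted p = 0.429) and Kcnmb2 (1.02, adjusted p = 0.62). Among the lists, macrophage genes (median -0.40, adjusted p = 2.1e-05), definitive erythroid genes (0.45, adjusted p = 0.00481) and proliferation genes (-0.05, adjusted p = 0.00481) passed, each with adjusted p = 0.674 with an estimated correlation and no gene called. The erythroid list lost its call in 3 of 19 leave-one-out fits (adjusted p of up to 0.191 without wild-type E11.5 replicate 1), as did proliferation (up to 0.347 without heterozygous E11.5 replicate 5), and the number of lists called ran from 1 to 8. The medians ran from 0.12 to 0.73 for erythroid, -0.08 to -0.02 for proliferation and -0.565 to -0.31 for macrophage genes.

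Between wild-type kidneys of E15.5 (n = 4) and E11.5 (n = 6), 11479 of 17362 genes differed, 5908 higher and 5571 lower, 5693 of them by at least 1.5-fold. The labels number batches 1 and 2 at both stages without saying whether these were shared runs. An effect of the run was therefore not separated from stage here. Under the rule for named genes the largest rises included Slc34a1, the proximal phosphate transporter (log2 14.48 ± 0.34), the protease gene Mep1a (14.26 ± 0.39) and Slc12a1, the transporter of the thick ascending limb (13.18 ± 0.22). All 22 proximal tubule genes rose (median 6.23, adjusted p = 6.76e-39, and adjusted p = 0.00344 with an estimated correlation), with the nuclear receptor gene Hnf4a at 10.66 ± 0.17. Only 8 of the 22 passed the count filter within E11.5. How far the largest log2 changes rest on very low E11.5 counts was not tested. Their sizes may be less certain than their SEs state. Loop and distal tubule genes rose in 13 of 16 cases (median 3.72, adjusted p = 1.45e-13, and adjusted p = 0.0144 with an estimated correlation), early nephron genes in 22 of 23 (1.98, adjusted p = 1.07e-09, and adjusted p = 0.031 with an estimated correlation) and podocyte genes in 10 of 16 (1.56, adjusted p = 3.35e-06, and adjusted p = 0.0144 with an estimated correlation). Collecting duct genes rose in 17 of 18 cases (2.12, adjusted p = 1.79e-08, and adjusted p = 0.0702 with an estimated correlation), Wnt targets in 9 of 14 (0.84, adjusted p = 0.00346, and adjusted p = 0.21 with an estimated correlation) and liver and gut genes in 6 of 10 (3.54, adjusted p = 0.0101, and adjusted p = 0.202 with an estimated correlation). Nephron progenitor genes fell in 14 of 24 cases and rose in 4, among them Cited1 at 2.54 ± 0.14 and, chosen after their values were seen, Tmem100, Itga8 and Crym (median -0.49, adjusted p = 0.00389, and adjusted p = 0.252 with an estimated correlation). Six2 was at -1.08 ± 0.11. The embryonic globins fell (median -7.18, adjusted p = 0.000365, and adjusted p = 0.127 with an estimated correlation), with Hbb-bh1 at -9.71 ± 0.49, and so did neuronal genes in 16 of 17 cases (-3.69, adjusted p = 5.71e-06, and adjusted p = 0.202 with an estimated correlation), with the LIM homeobox gene Isl1 at -7.93 ± 0.54. Besides the rises, 3 podocyte, 2 loop and distal tubule and 1 early nephron gene fell. Muscle and cartilage genes fell in 5 of 11 cases and rose in 1 (-0.17, -0.23 to -0.11 leaving out 1 specimen, adjusted p = 0.0214, and adjusted p = 0.202 with an estimated correlation). Adjusted over the list alone these counts were the same, except that 3 loop and distal genes and 4 muscle and cartilage genes fell. The 11 other lists did not pass.

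Genes beside Six2 on chromosome 17 were tested as a list. Of 32 listed neighbours tested at E11.5 edgeR called 0 in knockout against wild-type, 0 in heterozygous against wild-type and 1 in knockout against heterozygous kidneys, the mismatch repair gene Msh6 (-0.26 ± 0.06), and of 33 at E15.5 it called 0. Fisher's exact p was 0.167, 1, 1 and 1 against all other genes, and 4, 2, 5 and 2 neighbours had an unadjusted p under 0.05. In knockout against heterozygous kidneys 22 of 32 lay below 0 and fry called the list downward (adjusted p = 0.0123, and 0.00409 allowing either sign), while camera did not (adjusted p = 0.229). In knockout against wild-type kidneys 21 of 32 lay below 0, with fry adjusted p values of 0.14 and, allowing either sign, 0.0197. Msh6 lost its call without knockout replicate 5 or heterozygous replicate 5 (adjusted p of up to 0.108). Within 5 Mb of Six2 the long noncoding RNA Gm29418, chosen after its values were seen, fell by 4.44 ± 0.41 in knockout against wild-type kidneys.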

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

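The tests of Esr1, of the macrophage genes and of the title prefix were chosen only after their results were seen; the test of ribosomal RNA and the splits of the samples were planned before.

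Esr1 was higher in all mutant kidneys, and its heterozygous log2 fold change was lower at E15.5 than at E11.5 by a difference of -3.92, the 1 gene that edgeR called for the difference between stages (DESeq2 called 13). An equal fold rise of the kidney's own transcript at both stages is argued against by that difference, -3.92 with an SE of 0.405, which is also the value that singled Esr1 out and no separate test of it. Reads from a sequence placed at the targeted Six2 allele and counted as Esr1, such as a recombinase fused to an estrogen receptor fragment, are a candidate source that stays open: the titles of the 4 batch 1 libraries of E15.5 heterozygous kidneys carry the letters GCE, which the labels do not expand, the added Esr1 was 12.8, 5.51 and 9.69 CPM in heterozygous E11.5, knockout and heterozygous E15.5 kidneys, and the added CPM per Six2 CPM was 0.978 at E11.5 and 1.57 at E15.5, a ratio of 1.61 that lies between the bounds set for and against. Graded repression by SIX2 with nothing else changed, which would put knockouts above heterozygotes, is argued against by Esr1 in knockout against heterozygous kidneys (-0.91 with an SE of 0.308, 95% interval -1.56 to -0.259), and all knockouts lay below all heterozygotes in females (2.96 to 8.2 against 10.9 to 12.9 CPM) and males (7.44 against 13.3 to 15.4), although the fitted difference was -0.157 with the title prefix as a block and 0.546 in batch 1 alone, where these heterozygotes are male and the knockouts female. A sequence on each targeted allele of knockouts, with nothing else changed, would also put knockouts above heterozygotes. The same values, within the same limits, argue against that form, although the labels do not say what each allele carries. A sequence at the allele joined by a loss of the cells that express Six2 stays open and was not tested. Repression joined by a loss of the cells that express Esr1 was not tested either. Read positions, which gene counts do not hold, would help to separate these.

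Knockout, heterozygous and wild-type libraries of E11.5 batch 1 differed in their ribosomal RNA share, and if this share made the knockout calls, genes called in batch 1 alone would keep their sign in batch 2, where it is below 1%, in about as many cases as other genes. Of 262 such genes 250 did (95.4%, against 60% of all genes), and 198 of them had an unadjusted p under 0.05 there, which argues against ribosomal RNA as the cause of these calls. With the 3 knockouts whose prefix no other genotype has, 183 genes were called. Of these, 170 (92.9%, against 52.4% of all genes) kept their sign in other embryos, within the prefixes that knockouts share. The calling wild types were all run in batch 2, and the calling knockouts in both batches. Of the 2 knockouts in the test, 1 was run in batch 2, and all other embryos tested in batch 1. Genotype was thus not fully separated from batch. Within that limit, the shared signs argue against a difference between title prefixes, such as litters, as the cause of those 183 calls. The 183 came from a separate fit, and how many of them are among the 1144 calls was not counted. For calls among the 1144 that are not among the 183, such a difference stays open, since only 296 passed with the prefix as a block. Of 80 splits of the same embryos, with 462 possible, 1, the real split with 1144 genes, called as many. The highest other called 9, which argues against chance. A biological effect of genotype remains a hypothesis for these calls, and beyond the 183 genes it was not separated from title prefixes.

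Macrophage genes were higher in knockout kidneys, by 0.839 in their mean log2 CPM per embryo (SE 0.187, from the spread between embryos). A lower share of progenitors that raises every other cell type alike is argued against by the endothelium and stroma lists, since the macrophage change lay above the nearer, endothelium, by 0.798 (SE 0.188) and above stroma by 0.827 (SE 0.159). Ribosomal RNA in batch 1 is argued against as the whole cause by a change of 0.924 (SE 0.206) with the ribosomal share as a covariate. With the prefix as a block in place of batch the change was 0.958 (SE 0.222). That fit rests on the 2 knockouts that share a prefix with wild types. Of these, 1 was run in batch 2 and the wild types of its prefix in batch 1. Genotype and batch were therefore not separated there, and a difference between title prefixes stays open. Batch 2 alone gave 0.882 with an SE of 0.370 (95% interval -0.144 to 1.91), and that fit does not exclude an absence of change. The calls of Cx3cr1, Ptprc and Mrc1 were lost there and without libraries above 5% ribosomal counts. More blood, which would raise erythroid genes as much, is argued against by a macrophage change 1.24 (SE 0.344) above the erythroid change of -0.399. Leaving out each embryo in turn, the lowest 95% limit of this difference was 0.308. With the prefix as a block it was 0.934 (SE 0.508, 95% interval -0.237 to 2.1), and that fit does not exclude more blood. In batch 2 alone the erythroid change was -0.0338 (95% interval -1.17 to 1.1). More macrophages per kidney, or more of these transcripts per macrophage, may account for the rise and were not told apart, and the list's adjusted p was 0.135 with an estimated correlation.

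For heterozygous kidneys at E11.5 the real split gave 11 genes, against at most 8 in the other splits run. Of 80 splits run, with 462 possible, 1 was as large. The 11 include Six2 and Esr1, and without heterozygous replicate 4 the count was 1, so that chance is not firmly excluded. For knockout against heterozygous kidneys the counts were 595 against 6 (1 of 80 splits, with 126 possible). At E15.5 they were 104 against 5 (1 of 35, all possible splits). Chance is argued against as the source of the 595 and the 104. For the difference between stages 4 of 50 splits called as many as the real 1, with up to 9, so that chance is not excluded for that count. Between stages 1 of 50 splits was as large, 11479 against 6865, and the high counts came from splits that kept all 4 E15.5 specimens together, a structure of the samples.

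The heterozygous effect also differed between stages for 3 lists, by a test of the difference: the median was -0.398 for macrophage, 0.454 for definitive erythroid and -0.0527 for proliferation genes, and none of these held with an estimated correlation (adjusted p = 0.674). Single samples stood apart from the rest of their group by Dixon's test in 13 of 165 groups tested, where chance gives about 1 in 20. Total counts, in units of 1e+06, were 41.3 in heterozygous E11.5 replicate 1, the sum of its runs (next 22.6). Ribosomal RNA took 11.6% of counts in knockout replicate 2 (next 1.49). Cited1 was 5.06 CPM in heterozygous E11.5 replicate 5 (next 2.84), and without it Cited1 passed in heterozygous against wild-type kidneys. Crym was 32.9 CPM in heterozygous E15.5 replicate 1 (next 36.0), Actn3 was 15.4 CPM in wild-type E15.5 replicate 4 (next 15.9) and Hk2 was 117 CPM in wild-type E11.5 replicate 6 (next 94.5). As mean log2 CPM of a list, early nephron genes were at 4.91 in wild-type E15.5 replicate 3 (next 5.02), stroma genes at 6.46 in knockout replicate 5 (next 6.65) and at 7.33 in heterozygous E15.5 replicate 1 (next 7.25). Podocyte genes were at 4.63 in knockout replicate 3 (next 4.51), loop and distal tubule genes at 2.89 in knockout replicate 2 (next 3.18), liver and gut genes at 0.895 in wild-type E11.5 replicate 4 (next -0.038) and p53 targets at 4.26 in wild-type E11.5 replicate 6 (next 3.87).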

How the results depend on the processing

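The fits without libraries above 5% ribosomal counts, those with a ribosomal covariate and the voom fit without weights were chosen only after the results were seen; the other alternatives were planned. The cause of a changed value was not tested, except where fewer samples, runs or a fold threshold entered by construction. The Six2 changes kept their direction everywhere, with leave-one-out ranges of -5.78 to -5.56 (knockout), -1.07 to -0.91 (heterozygous E11.5), -4.81 to -4.60 (knockout against heterozygous) and -0.95 to -0.90 (heterozygous E15.5), and the heterozygous E11.5 call was lost without heterozygous E11.5 replicate 4 (adjusted p = 0.0596), without batch in the model, in each batch alone and without libraries above 5% ribosomal counts (adjusted p of up to 0.701). Leaving out 1 specimen gave 694 to 1180 genes in knockout against wild-type, 1 to 17 in heterozygous against wild-type and 219 to 769 in knockout against heterozygous kidneys at E11.5, 66 to 79 at E15.5, 1 to 1 for the difference between stages and 10396 to 11467 between stages. Lists called ran from 8 to 10, 6 to 10, 8 to 10, 6 to 10, 1 to 8 and 11 to 12 in that order. Counts in the same order of the E11.5 comparisons were 439, 1 and 154 with no replicate block (batch left out), 265, 0 and 7 in batch 1 alone (edgeR; for the 0, 1066 genes had an unadjusted p under 0.05, DESeq2 called 18 and voom 0), 168, 2 and 56 in batch 2 alone, and 349, 1 and 299 without libraries above 5% ribosomal counts. A fold of at least 1.5 left 500 genes in knockout against wild-type, 241 in knockout against heterozygous, 28 in E15.5 heterozygous kidneys and 5693 between stages. DESeq2 called 56 genes in heterozygous E11.5 kidneys, 1052 in knockout against heterozygous and 13 for the difference between stages; voom with quality weights called 963 in knockout against heterozygous. Heterozygous E11.5 kidneys gave 32 without a filter and 6 with only the compared groups, and knockout against heterozygous 963 with the latter. The title prefix as a block gave 492 in knockout against wild-type kidneys. Prefixes are partly confounded with genotype, and fits with them leave batch out. At E15.5 batch 2 runs alone gave 43, 16 runs as separate samples 331, and the specimen as a random effect 168 (consensus correlation 0.227). There the title number as a replicate block gave 86, of which 73 were shared; those numbers do not pair the specimens, with correlations of 0.0498, 0.0615, 0.176 and -0.0018. Lists called with an estimated correlation were 1 (knockout against wild-type), 0 (heterozygous E11.5), 1 (knockout against heterozygous), 0 (E15.5), 0 (difference between stages) and 4 (stages), against 8, 7, 9, 8, 3 and 11; at an unadjusted p 4, 1, 3, 2, 0 and 6 passed. Fry called 0 in heterozygous E11.5 kidneys (1 at an unadjusted p), 4 in knockout against heterozygous, 2 at E15.5, 0 for the difference (0 at an unadjusted p) and 18 between stages. Batch 1 alone called 12 lists in heterozygous E11.5 kidneys and batch 2 alone 15 in knockout against heterozygous; without libraries above 5% ribosomal counts 5 passed in knockout against wild-type and 4 in heterozygous E11.5 kidneys. At an unadjusted p 2, 2, 5 and 4 neighbours of Six2 passed in heterozygous E11.5, heterozygous E15.5, knockout against heterozygous and knockout against wild-type kidneys. The covariance of heterozygous and knockout effects was 0.0411 over all genes. Signs reversed with the title prefix as a block for Mcm3 in knockout against wild-type kidneys (0.0407), Tbx20, knockout vs heterozygous at E11.5 (-0.00788), and Mcm7, knockout vs heterozygous at E11.5 (0.0580). In the same comparison this held for Mcm6 (0.0109), Mcm3 (0.0774) and Phlda3 (0.0889). It also held in batch 1 alone, where sex followed genotype in these groups, for Lef1 (-0.10). Over 294 gene results and 8281 values, 7452 kept their direction and side of the threshold, 626 lost and 126 gained a call, 7 reversed and 70 others moved.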

Other observations

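The genes and tests of this part were chosen only after the results were seen.

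Of 7 genes of class II antigen presentation, picked by hand and not tested as a list, 4 passed in knockout kidneys at E11.5, all lower, none passed in heterozygous kidneys at E11.5 (adjusted p of 0.31 to 0.86) and 3 passed at E15.5, all lower. H2-Eb1 was 1.99 ± 0.727 CPM in wild-type (SD, n = 6), 1.12 ± 0.219 in heterozygous (n = 5) and 0.508 ± 0.172 in knockout kidneys (n = 5), a log2 fold change in knockouts of -1.95 ± 0.32 (SE, adjusted p = 0.0012). Ciita, the transactivator of this gene family, fell by 1.87 ± 0.24 (adjusted p = 8.28e-05) and H2-Ab1 by 0.97 ± 0.20 (adjusted p = 0.00661). H2-Aa, at 0.721 ± 0.263 CPM in wild-type kidneys, had 0 counts in all knockouts, where 3 counts would be 0.037 CPM, and passed (adjusted p = 0.00727). Cd74, the invariant chain (-1.05, adjusted p = 0.0713), H2-DMa (-0.35, 0.248) and H2-DMb1 (-0.28, 0.713) did not pass. In heterozygous kidneys at E15.5 H2-Eb1 fell by 1.02 ± 0.12 (adjusted p = 0.0018), H2-Aa by 0.88 ± 0.15 (adjusted p = 0.0188) and H2-Ab1 by 0.29 ± 0.05 (adjusted p = 0.0321), whereas Ciita (-0.36, adjusted p = 0.207), Cd74 (0.355), H2-DMa (0.487) and H2-DMb1 (0.237) did not pass. The highest group mean among these genes was 8.42 CPM (H2-Ab1 in wild-type kidneys at E15.5), and no explanation was tested.

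Genes called in heterozygous kidneys at E11.5 were set against the knockout gene by gene, and a difference between genes was not tested. For Crym (-3.61 ± 0.33), Zmat4 (-1.28 ± 0.13), Moxd1 (-0.81 ± 0.18), Shisa2 (-0.79 ± 0.14) and Actn3 (-0.75 ± 0.15), knockout kidneys were lower again than heterozygous ones. For Cited1 the difference was 0.05 with a 95% confidence interval of -0.41 to 0.51, and for Dtna -0.12 (-0.43 to 0.19). Sema4g was at -0.25 ± 0.10, with an interval wholly below 0 (-0.46 to -0.0454), and did not pass (adjusted p = 0.175). The rises of Adh1 and Esr1 were larger in heterozygous than in knockout kidneys by estimate, and the difference, knockout against heterozygous, did not pass at -0.31 for Adh1 (-0.53 to -0.095, adjusted p = 0.108) and -0.91 ± 0.31 for Esr1 (adjusted p = 0.116). Among the genes of the early nephron list, none passed in heterozygous kidneys at E11.5, and the list's median of 0.13 did not pass (adjusted p = 0.448), with 0.22 in batch 1 (adjusted p = 0.00437) and -0.09 in batch 2 (adjusted p = 0.0767).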
